A study of Homo sapiens and Mus musculus with 4 samples. Its data were reported in "Systematic comparison of high-throughput single-cell RNA-seq methods for immune cell profiling" (2021).

How the data were processed

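Total RNA of the 4 cell lines was sequenced in bulk, with 1 library each of EL4, IVA12, TALL-104 and Jurkat. Per the study's methods, libraries were made with a stranded poly(A) kit and sequenced as paired reads. The authors aligned the reads with STAR v2.5.1b to a combined human hg19 (Ensembl 82) and mouse mm10 (Ensembl 84) reference and counted them per gene with featureCounts v1.6.3. The authors deposited FPKM, which are counts scaled to gene length and to the library total, for 60736 genes, 32738 human and 27998 mouse, in all 4 libraries. The command that turned counts into FPKM is not given in the sources used here. How reads that align to several places were treated is not given there either, and it affects genes with near-identical copies. Samples were assigned to lines by the cell line label, and no sample column was left unused.

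Gene names, biotypes and positions were taken from GENCODE 44 mapped to GRCh37 (the hg19 assembly) for human and GENCODE M21 on GRCm38 (mm10) for mouse, the same builds as the authors used but other annotation releases. Of the gene IDs, 31182 human and 27722 mouse ones were found there, and a table of gene names added no symbol. No symbol was matched for 8699 human and 276 mouse IDs.

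FPKM values do not give depth directly, but the counts behind them were whole reads. The library constant was found as the number for which FPKM times exon length times the constant most often equalled a single read, and the whole numbers of reads behind each gene's 4 values were then recovered. Because sequencing was paired, a read here is whatever unit the authors counted. For all 37472 genes above 0 the products were within 1e-08 of whole numbers, the largest deviation being 8.15e-10. Exon lengths equal to the reference annotation were used for 45.0% of these genes, and for the others the smallest whole numbers were taken, so that their read numbers are minimums and their counting intervals are conservative. Recovered reads summed to between 98.0% and 99.3% of the constants, which were 32149319 in EL4, 25286728 in IVA12, 28345951 in TALL-104 and 34783047 in Jurkat. Intervals of FPKM ratios are exact conditional binomial intervals of the recovered reads at 95%, and intervals of shares of reads are Clopper-Pearson. They cover counting error only, since reads without molecular identifiers are not independent molecules. Where 1 line had no read, the ratio was bounded against a floor of 3 reads in that library. At this depth 3 reads on 1 kb correspond to 0.0933 FPKM in EL4, 0.119 in IVA12, 0.106 in TALL-104 and 0.0862 in Jurkat.

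With 1 library per line no test was run and no p-value was computed. The comparisons were EL4 against IVA12 over mouse genes and TALL-104 against Jurkat over human genes. Ratios are of FPKM + 1 on the log2 scale, which understates the difference of low genes, and a gene was counted as higher or lower when the ratio passed 1.5-fold. Signature genes followed the study's rule of FPKM over 50 in either line and a natural log difference over 3. Cell type markers and pathways were held in 27 gene lists. The lists, the rule for named genes and all alternatives but those named below as added were fixed before the data were examined. A list's members at 1 FPKM or more in either line were counted per direction, leaving out the other measured members, and the list median was placed among 10000 random lists of the same size matched on mean log2(FPKM + 1) in 20 bins, as a description of these libraries. The T cell receptor constant and immunoglobulin constant lists matched no gene and were not analysed here. The rule for genes named in the text took the 8 genes with the largest ratio in each direction among those over 50 FPKM in either line, up to 4 members per list with the largest absolute ratio among those at 1 FPKM or more, all coreceptor genes, and the 5 most abundant own-species and other-species genes of each line. No human Y-linked gene was named, and names outside the rule are marked in the text. The exceptions are the 6 low mouse mitochondrially encoded genes, Cpm and SCD, which were also singled out after their values were seen. All 99 mouse and 99 human genes that the rule chose and that passed 1.5-fold had a counting interval, or where 1 line had no read a bound, that excludes a ratio of 1. Across species, genes were paired by equal symbol.

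The alternatives were pseudocounts of 0.1 and 0.01, filters at 1 FPKM, rescaling to a common own-species sum or to the median ratio, a 2-fold threshold, other signature thresholds, and rank correlation. A rescaling without mitochondrially encoded genes and a filter at 10 recovered reads were added after the data were seen. A correlation was counted as moved when it changed by over 0.05.

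The steps were tested on simulated data made from the real gene means and library totals with 200 genes at 5 FPKM or more raised in 1 line, 100 of them 2-fold and 100 of them 4-fold. All 4 library constants were recovered, with gene lengths equal to the reference, unlike in the real data. For EL4 against IVA12 (27722 genes), 100% of the genes raised 2-fold and 100% of those raised 4-fold passed 1.5-fold, and 7 of 27522 unchanged genes did. For TALL-104 against Jurkat (31182 genes) the shares were 100% and 100%, with 7 of 30982 unchanged genes. These simulations hold counting noise and no difference between cultures. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and transcripts were compared with BLAST 2.17.0.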

Results

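Bulk RNA-seq was collected from 4 lymphocyte lines, with 1 library per line, as the reference profile for a benchmark of single-cell methods. EL4 is a mouse T cell lymphoma line, IVA12 a mouse B cell line of hybridoma origin, Jurkat a human T cell leukemia line and TALL-104 a human cytotoxic T cell leukemia line grown with IL-2. By their descriptions EL4 and Jurkat are CD4+ and TALL-104 is CD8+. The comparisons set EL4 against IVA12 and TALL-104 against Jurkat, which asks which genes tell apart the 2 lines of each species. The values are FPKM for 27998 mouse and 32738 human genes, both species' genes being listed in every library. The library totals behind the values were 32149319 reads in EL4, 25286728 in IVA12, 28345951 in TALL-104 and 34783047 in Jurkat. No line had a replicate, so no difference below was tested against a spread between samples, and the intervals cover counting error only. Signature genes also read up to 0.428 FPKM (mouse) and 0.605 FPKM (human) in libraries of the other species. Ratios whose lower value lies at such levels are best read as lower bounds.

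Mitochondrially encoded genes were among the 5 most abundant in every line, beside translation genes in the mouse lines. Eef1a1, the elongation factor that brings tRNA to the ribosome, stood at 6112 FPKM in EL4 and 9573 FPKM in IVA12, where it was the most abundant mouse gene. mt-Co1, a cytochrome c oxidase subunit, stood at 6849.9 and 4471 FPKM in those lines, and mt-Cytb at 2502 and 4393 FPKM. In TALL-104 the most abundant gene was MT-CO1 at 12492 FPKM, against 3808 FPKM in Jurkat. In Jurkat it was MT-ATP8 at 5559 FPKM, against 4413 FPKM in TALL-104. Mitochondrially encoded genes held 20.6% of the human FPKM in TALL-104 and 14.9% in Jurkat, compared with 5.04% of the mouse FPKM in EL4 and 4.79% in IVA12. The mouse shares include 6 genes at or below 33.7 FPKM in both lines, 5 of which have a near-identical annotated nuclear transcript. The 10 most abundant genes held 10.1% of the own-species FPKM in EL4, 11.5% in IVA12, 19.4% in TALL-104 and 13.8% in Jurkat. No listed immunoglobulin constant or T cell receptor constant gene was matched in either species, so their levels are not known here. The ranks and shares above hold only for the genes that the authors listed. At 1 FPKM or more the libraries held 9596 mouse genes in EL4, 9809 in IVA12, and 10822 human genes in TALL-104 and 10857 in Jurkat. At 10 FPKM these counts were 5044, 4954, 4835 and 4891, and at 50 FPKM they were 1089, 1128, 645 and 789, in the same order.

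**Figure D1:**
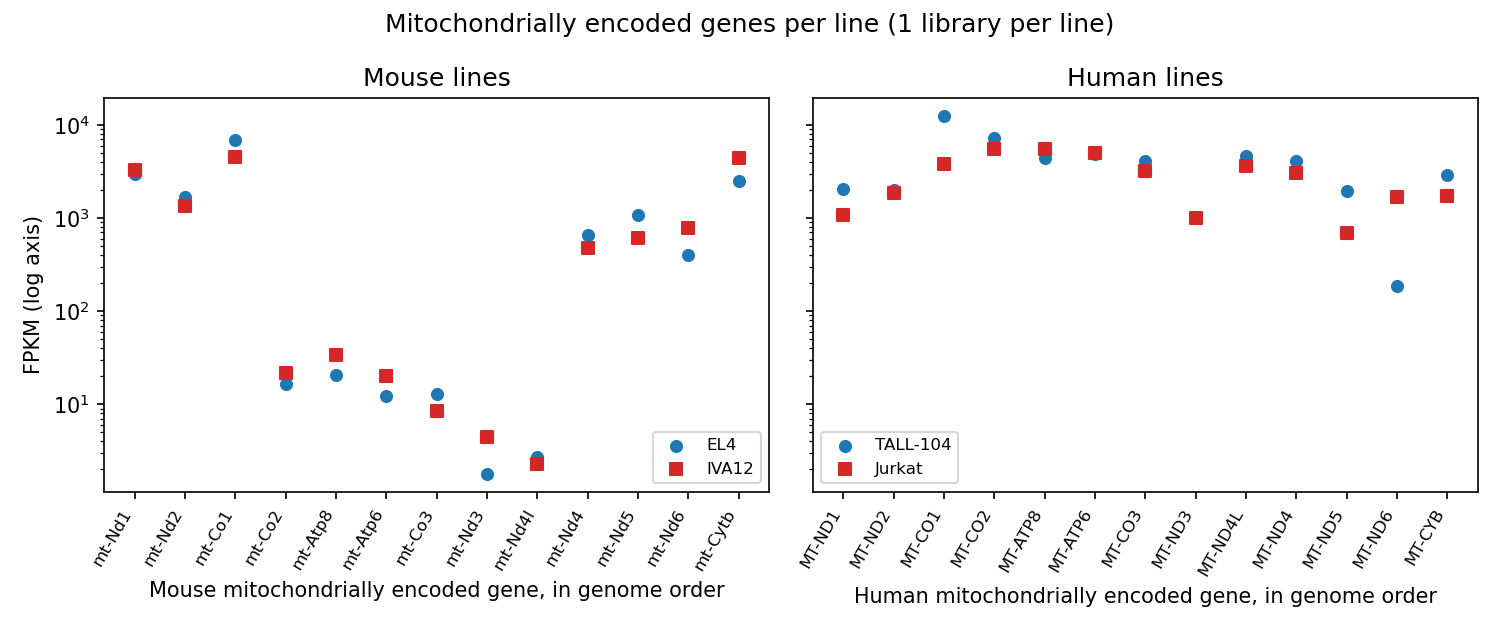
FPKM (log axis) of each mitochondrially encoded protein gene in genome order, for EL4 (circles) and IVA12 (squares) at left and TALL-104 (circles) and Jurkat (squares) at right, 1 library each. In the mouse lines mt-Co2, mt-Atp8, mt-Atp6, mt-Co3, mt-Nd3 and mt-Nd4l lay at or below 33.7 FPKM and the other 7 genes at or above 396 FPKM, and in the human lines all 13 lay at or above 188 FPKM.

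T cell genes stood high in EL4, and genes of antibody-secreting cells stood high in IVA12. Thy1, a surface marker of T cells, was 586 against 0.228 FPKM in EL4 and IVA12, a ratio of 2569.6-fold (95% counting interval 1397 to 5359). Cd3d, a subunit of the T cell receptor complex, was 197 against 0.0299 FPKM, and Tcf7, a T lineage transcription factor, 597 against 1.14 FPKM. In IVA12, Jchain, which joins the units of secreted IgM and IgA, reached 1289 against 0.148 FPKM in EL4, a ratio of 8695-fold (95% counting interval 4977 to 16828). Mouse Jchain also read 0.217 FPKM in Jurkat, a human library, so its EL4 value is not separated from background. Its ratio is best read as a lower bound. Mzb1, a chaperone for antibody assembly, stood at 499 against 0.172 FPKM and Cd79b, a signalling subunit of the B cell receptor, at 163 against 0.326 FPKM.

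Of the 16 T cell receptor signalling genes at 1 FPKM or more in either line, 15 were over 1.5-fold higher in EL4 and none was higher in IVA12. The median log2 ratio of FPKM + 1 was 4.64, above all 10000 random lists of genes of like expression. Lat was 106 against 0.143 FPKM, Cd3g 176 against 1.15 FPKM and Lck, the kinase that starts receptor signalling, 96.5 against 0.527 FPKM. Costimulation and checkpoint genes were higher in EL4 for 8 of 10 and lower for 2 (median 2.72, above all 10000 random lists), with Pdcd1, the PD-1 receptor, at 116 against 0.184 FPKM, Cd5 at 75.3 against 0.134 FPKM and Cd28 at 59.9 against 1.23 FPKM. T lineage transcription factors were higher in EL4 for 8 of 10 and lower for 1 (median 3.11, above all 10000 random lists), among them Gata3 at 25.7 against 0.0199 FPKM, Tox at 23.1 against 0.0156 FPKM and Ikzf2 at 23.7 against 0.0102 FPKM. The coreceptors, in contrast, were low or without reads in both mouse libraries. Cd4 had 0.208 FPKM in EL4, from 27 reads, and was listed at 0 in IVA12, while Cd8a and Cd8b1 were listed at 0 in both. The CD4+ description of EL4 was thus not borne out by its transcript level. Of 20 measured cytotoxic effector genes 4 reached 1 FPKM in either line, all of them higher in EL4 (median 3.83, with 3 of 10000 random lists at or above it), with Cst7 at 48.1 against 0.0401 FPKM and Gzma at 27.1 against 0.270 FPKM. Of 7 immature thymocyte genes, 3 were higher in EL4 and 3 in IVA12 (median 0.49, percentile 83.4), Dntt standing at 81.0 against 0.0929 FPKM and Notch1 at 0.0131 against 13.0 FPKM. Of the genes held in the natural killer receptor list 2 reached 1 FPKM in either line, 1 higher in each. Fcgr4 was 12.2 against 0.0248 FPKM in IVA12 and EL4, and Cd226 was 1.03 FPKM in EL4 and listed at 0 in IVA12. Homing and chemokine receptor genes were higher in EL4 for 6 of 11 and lower for 4 (median 1.83, with 3 of 10000 random lists at or above it), with Ccr9 at 49.6 FPKM in EL4 and no read in IVA12, a ratio of at least 1972-fold against a floor of 3 reads, and Ccr4 at 33.9 against 0.0142 FPKM.

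In IVA12, 14 of 15 plasma cell genes were over 1.5-fold higher than in EL4 and none was lower (median -3.82, below all 10000 random lists), among them Sdc1, the CD138 surface proteoglycan, at 60.2 against 0.00817 FPKM and Ell2, an elongation factor used in antibody secretion, at 56.8 against 0.0682 FPKM. The B cell identity list split. Of its 16 genes only 6 reached 1 FPKM in either line, 4 of them higher in IVA12 and 2 in EL4 (median -4.72, below all 10000 random lists). Ms4a1, which encodes CD20, was 46.5 FPKM in IVA12 with no read in EL4, Blnk 39.6 against 0.0312 FPKM and Fcrla 17.4 against 0.0357 FPKM. Genes for folding in the endoplasmic reticulum were higher in IVA12 for 14 of 20 and lower for 2 (median -0.74, with 1 of 10000 random lists at or below it), with the stress sensor Ern1 at 15.8 against 0.936 FPKM and Pdia4 at 168 against 67.2 FPKM. Interferon stimulated genes were higher in IVA12 for 12 of 16 and in EL4 for 1 (median -1.55, below all 10000 random lists), Isg15 reading 47.0 against 1.81 FPKM, Irf7 10.1 against 0.371 FPKM and Irf9 16.6 against 1.09 FPKM. MHC class I presentation genes went the other way, 10 of 15 being higher in EL4 and 3 in IVA12 (median 1.70, above all 10000 random lists), with H2-K1 at 443 against 68.4 FPKM and H2-D1 at 381 against 46.2 FPKM, while H2-Q6 was 17.3 against 0.0746 FPKM. Whether reads of these H2 genes are shared with similar genes or lost to strain variants was not tested. Of 4 MHC class II genes, 2 were higher in each line, Cd74 at 44.3 against 0.154 FPKM in IVA12 and EL4 and H2-Eb1 at 4.12 against 0.969 FPKM in EL4 and IVA12, and their median (0.06, percentile 59.2) became -0.12 when each species was rescaled to a common sum.

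Among growth and metabolic groups, glycolysis genes were higher in EL4 for 10 of 17 and lower for 1 (median 0.81, above all 10000 random lists), led by the glucose transporter Slc2a3 at 239 against 3.38 FPKM and Hk1 at 42.6 against 4.08 FPKM. Cholesterol synthesis genes were higher in EL4 for 6 of 18 and lower for 1 (median 0.45, percentile 99.6), with Hmgcs1 at 74.3 against 23.5 FPKM. Cell cycle genes lay closest together, 19 of 25 within 1.5-fold and 6 higher in EL4 (median 0.22, percentile 96.0), Pcna being the farthest at 236 against 122 FPKM. Cell cycle inhibitors and p53 targets were mixed, with 3 of 14 higher in EL4 and 5 in IVA12 (median 0.04, percentile 59.4). The p53 ubiquitin ligase gene Mdm2 was 1054 against 20.7 FPKM in IVA12 and EL4, a ratio of 50.9-fold (95% counting interval 49.2 to 52.7), Cdkn2a was 116 against 0.186 FPKM and Trp53inp1 118 against 7.74 FPKM. IL-2 receptor and STAT5 target genes split into 6 higher in EL4 and 8 in IVA12 (median -0.91, with 9 of 10000 random lists at or below it), with Bcl2 at 17.6 against 0.566 FPKM and Pim1 at 6.80 against 139 FPKM in EL4 and IVA12. NF-kB targets split 6 to 4 (median 0.84, percentile 98.8), Cd69 being 3.62 against 0.00608 FPKM and Icam1 2.78 against 16.0 FPKM. Ribosomal protein genes (6 higher in EL4, 5 in IVA12, of 28; median 0.05, percentile 67.7) and mitochondrially encoded genes (2 and 5 of 13; median -0.14, percentile 27.8) lay near 0. Of the lists for other cell types, 3 myeloid genes reached 1 FPKM, Spi1 at 18.0 against 0.0115 FPKM and Cd68 at 22.5 against 2.43 FPKM in IVA12 and EL4 and Lyz2 at 1.15 against 0.0937 FPKM in EL4 and IVA12 (median -2.78, percentile 0.290), and no erythroid or fibroblast gene did.

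Across all 27998 mouse genes, 2730 were over 1.5-fold higher in EL4 and 3138 in IVA12, 5868 in all, on the scale of FPKM + 1. The counting interval of the ratio excluded 1 for 5846 of them. Among genes over 50 FPKM in either line, the 8 farthest toward EL4 were Thy1 (ENSMUSG00000032011, chromosome 9, 44043384 to 44048579; log2 ratio 8.90), Lgals1 (8.58), Tcf7 (ENSMUSG00000000782, chromosome 11, 52252371 to 52283014; 8.12), Perp (7.69), Cd3d (ENSMUSG00000032094, chromosome 9, 44981786 to 44987339; 7.59), Cpa3 (7.57), Gm4208 (7.46) and Esm1 (7.32). The 8 farthest toward IVA12 were Jchain (ENSMUSG00000067149, chromosome 5, 88519809 to 88527891; -10.13), Mzb1 (ENSMUSG00000024353, chromosome 18, 35647267 to 35649367; -8.74), Slpi (-8.61), Ctss (-7.74), Cd79b (ENSMUSG00000040592, chromosome 11, 106311341 to 106314762; -6.95), Ckap4 (-6.80), Ovol3 (-6.66) and Cdkn2a (ENSMUSG00000044303, chromosome 4, 89274471 to 89294653; -6.62), with positions on mm10 spanning the annotated gene. The added 1 shrinks the ratio of genes below a few FPKM, and a smaller added value of 0.01 raised the count to 11022. With members under 1 FPKM included, the medians were 0.14 for costimulation, 0.76 for T lineage factors, 0.02 for cytotoxic, -0.07 for B cell, 0.00907 for IL-2 receptor and STAT5, 0.00198 for NF-kB, 0.11 for homing and 0 for myeloid genes.

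**Figure D2:**
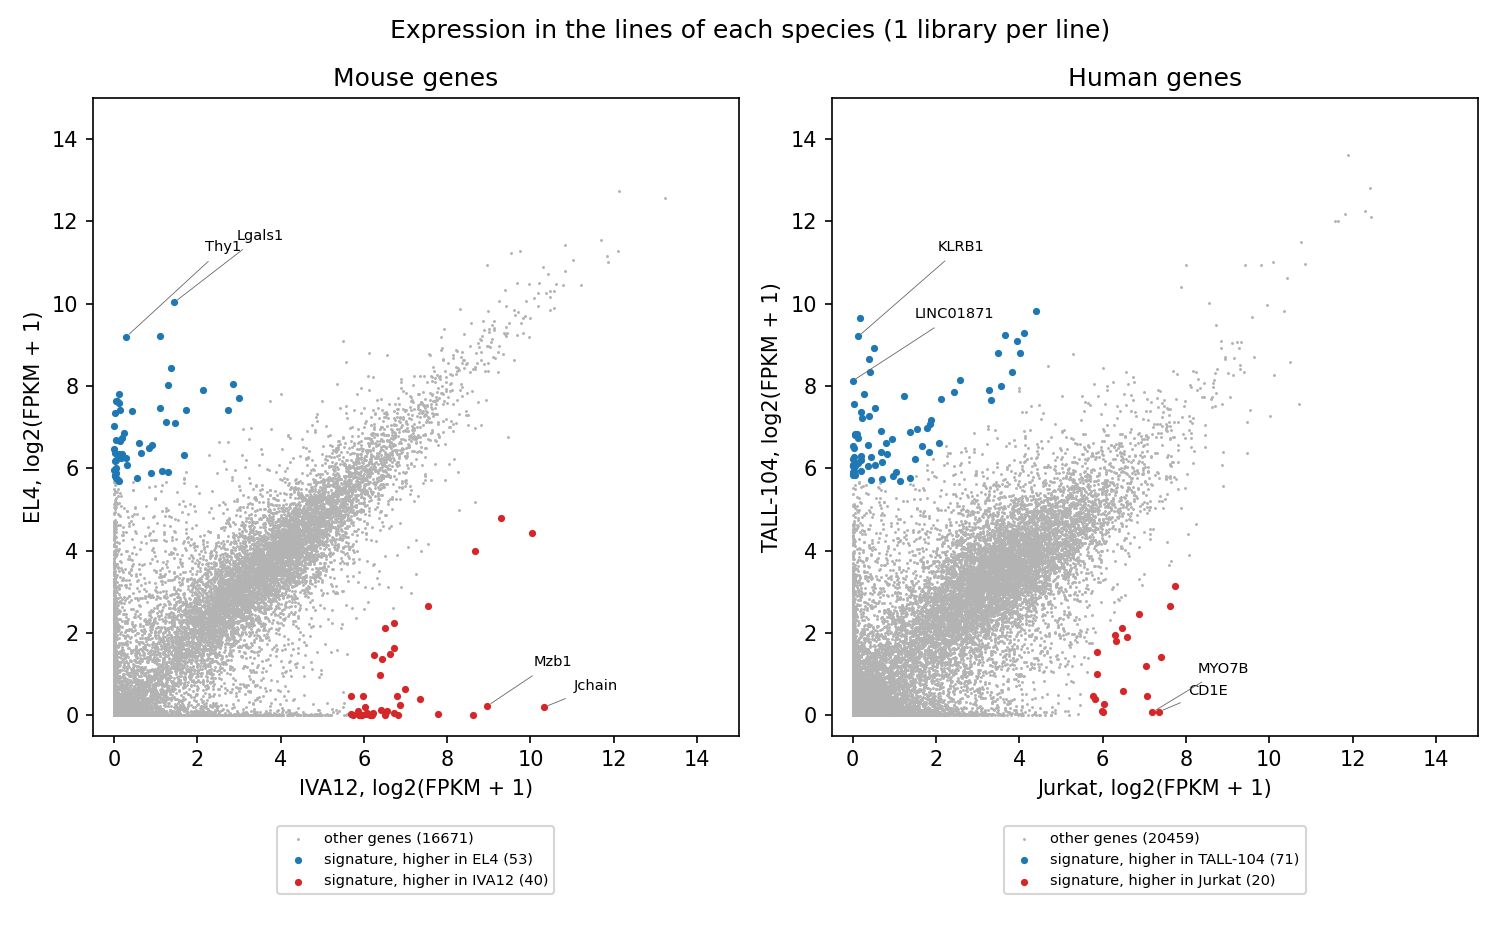
Each point is a gene above 0 in either line, at its log2(FPKM + 1) in IVA12 (x) and EL4 (y) for mouse genes at left, and in Jurkat (x) and TALL-104 (y) for human genes at right. Signature genes, over 50 FPKM in either line and over 3 natural log units apart, are colored by the line in which they were higher, 53 in EL4, 40 in IVA12, 71 in TALL-104 and 20 in Jurkat, and 2 named genes per direction are marked.

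TALL-104 and Jurkat, both T cell lines, differed by cytotoxic genes on one side and by thymocyte and cell cycle genes on the other. GZMA, a granzyme, was 901 against 20.3 FPKM in TALL-104 and Jurkat, a ratio of 44.5-fold (95% counting interval 41.1 to 48.2), PRF1, which encodes perforin, 204 against 3.35 FPKM and NKG7 605 against 11.6 FPKM. In Jurkat, the thymocyte surface gene CD1E was 163 against 0.0637 FPKM and DNTT, the terminal transferase of immature lymphocytes, 63.5 against 0.0519 FPKM, a ratio of 1225-fold (95% counting interval 419 to 5942). Human DNTT also read 0.0775 FPKM in IVA12, a mouse library, so this ratio is best read as a lower bound. CDC20, an activator of mitotic exit, was 95.4 against 2.72 FPKM and CCNB1, a mitotic cyclin, 116 against 4.51 FPKM. With 1 library per line, no difference between TALL-104 and Jurkat, in a gene or in a list, is separated from the state of the cultures. TALL-104 was grown with IL-2, the authors described it as slow growing and of low viability, and its mitochondrially encoded share was higher, as given above.

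Of 17 listed cytotoxic effector genes, 14 were matched by symbol, and the others may lie among the 8699 human IDs without a symbol. All 14 were over 1.5-fold higher in TALL-104 (median log2 ratio 4.38, above all 10000 random lists), the chemokine gene XCL1 reaching 112 against 0.0421 FPKM. Natural killer receptors were higher for 8 of 9 and lower for CD226 alone, named after its value was seen (median 4.52, above all 10000 random lists), with KLRB1 at 589.6 against 0.0993 FPKM, NCR1 at 33.5 against 0.0152 FPKM, TYROBP at 34.0 against 0.0317 FPKM and NCR3 at 42.4 against 0.712 FPKM. CD8A was 28.3 against 0.601 FPKM, a ratio of 47.1-fold (95% counting interval 37.5 to 59.97), but CD8B was 0.114 against 1.23 FPKM, and CD4 was under 1 FPKM in both, at 0.0308 FPKM in TALL-104 and 0.985 FPKM in Jurkat, which is low for a line described as CD4+. Immature thymocyte genes were lower in TALL-104 for 15 of 18 and higher for 1, which was LMO2, likewise named afterward (median -3.79, below all 10000 random lists), with SOX4 at 1.30 against 131 FPKM and TAL1 at 0.309 against 55.9 FPKM. T cell receptor signalling genes were shared more evenly, 9 of 18 within 1.5-fold, 8 higher in TALL-104 and 1 lower, CD3D, named after its value was seen (median 0.48, percentile 99.7), TXK and SKAP1 being the farthest at 43.4 against 0.596 FPKM and 124 against 8.48 FPKM. T lineage transcription factors split 5 to 5 with 5 within 1.5-fold (median -0.24, percentile 43.0). TBX21, which drives the cytotoxic program, was 23.7 against 0.330 FPKM, MAF 25.2 against 0.0288 FPKM and LEF1 18.4 against 141 FPKM. Costimulation and checkpoint genes were higher in TALL-104 for 8 of 12 and lower for 4 (median 1.83, above all 10000 random lists), CD96 standing at 541 against 14.3 FPKM, ICOS at 17.2 against 0.370 FPKM and CD28 at 0.989 against 57.4 FPKM.

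Every one of the 25 cell cycle genes was over 1.5-fold lower in TALL-104 (median -3.31, below all 10000 random lists), CCNB2 at 2.88 against 78.0 FPKM and TYMS, the thymidylate synthase gene, at 13.9 against 267 FPKM. Cell cycle inhibitors and p53 targets were higher in TALL-104 for 9 of 12 and lower for 1 (median 1.84, above all 10000 random lists), with CDKN1A, the p21 inhibitor gene, at 13.8 against 0.356 FPKM and BAX at 64.2 against 10.02 FPKM. IL-2 receptor and STAT5 target genes were higher for 15 of 18 and lower for 1, MYC, named afterward (median 2.21, above all 10000 random lists). IL2RB and IL2RA, chains of the IL-2 receptor, were 104 against 0.911 FPKM and 22.6 against 0.0815 FPKM, and the STAT5 target CISH was 35.3 against 0.675 FPKM. NF-kB targets were higher for 10 of 12 and lower for 1 (median 2.05, above all 10000 random lists), TNF being 49.5 against 0.103 FPKM and BCL2A1 14.5 against 0.185 FPKM. MHC class I presentation genes were higher for 9 of 14 and lower for 1 (median 1.85, above all 10000 random lists), with HLA-E at 356 against 24.8 FPKM and B2M at 1351 against 233 FPKM, and sharing of reads among HLA genes was likewise not tested. Interferon stimulated genes were higher for 9 of 16 and lower for 3 (median 1.20, percentile 99.9), OASL at 13.1 against 0.751 FPKM and USP18 at 0.646 against 9.99 FPKM. Cholesterol synthesis genes were lower in TALL-104 for 13 of 17 and higher for none (median -1.12, percentile 0.150), INSIG1 at 16.0 against 117 FPKM and HMGCS1 at 19.0 against 91.2 FPKM. Glycolysis genes were lower for 9 of 17 and higher for 3 (median -0.64, percentile 10.98), GAPDH at 381 against 1435 FPKM and SLC2A3 at 54.7 against 3.01 FPKM.

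Homing and chemokine receptor genes were higher in TALL-104 for 8 of 15 and lower for 5 (median 1.23, with 3 of 10000 random lists at or above it). CCR2 was 78.4 against 0.146 FPKM and CXCR6 66.6 FPKM with no read in Jurkat, a ratio of at least 2909-fold. Ribosomal protein genes were lower for 10 of 28 and higher for 2 (median -0.39, percentile 66.0), RPS7 at 70.4 against 205 FPKM, and mitochondrially encoded genes higher for 4 of 13 and lower for 1 (median 0.37, percentile 99.01), the exception being MT-ND6 at 188 against 1669 FPKM. Genes of the endoplasmic reticulum list were higher for 7 of 20 and lower for 3 (median 0.11, percentile 92.4), ERN1 at 61.6 against 2.45 FPKM. Of the plasma cell list 9 genes reached 1 FPKM, 5 higher in TALL-104 and 2 lower (median 1.26, percentile 99.5). The farthest was SLAMF7, also a receptor of cytotoxic lymphocytes, at 147 against 0.162 FPKM, while MZB1 was 8.88 against 47.7 FPKM. Of 6 B cell identity genes, 3 were higher in TALL-104 and 1 in Jurkat (median 0.69, percentile 87.8), CD79B at 4.80 against 0.0415 FPKM. MHC class II genes were at 1 FPKM or more for 4, with 3 lower in TALL-104 (median -1.08, percentile 16.2), and none passed 2 FPKM. Myeloid genes reached 1 FPKM for 3, ITGAM at 1.47 against 0.0406 FPKM, CEBPA at 0.107 against 1.13 FPKM and CD68 at 1.42 against 1.05 FPKM (median 0.24, percentile 60.1). EPOR, at 1.70 against 1.69 FPKM, was the only erythroid gene at that level, and no fibroblast gene reached it.

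**Figure D3:**
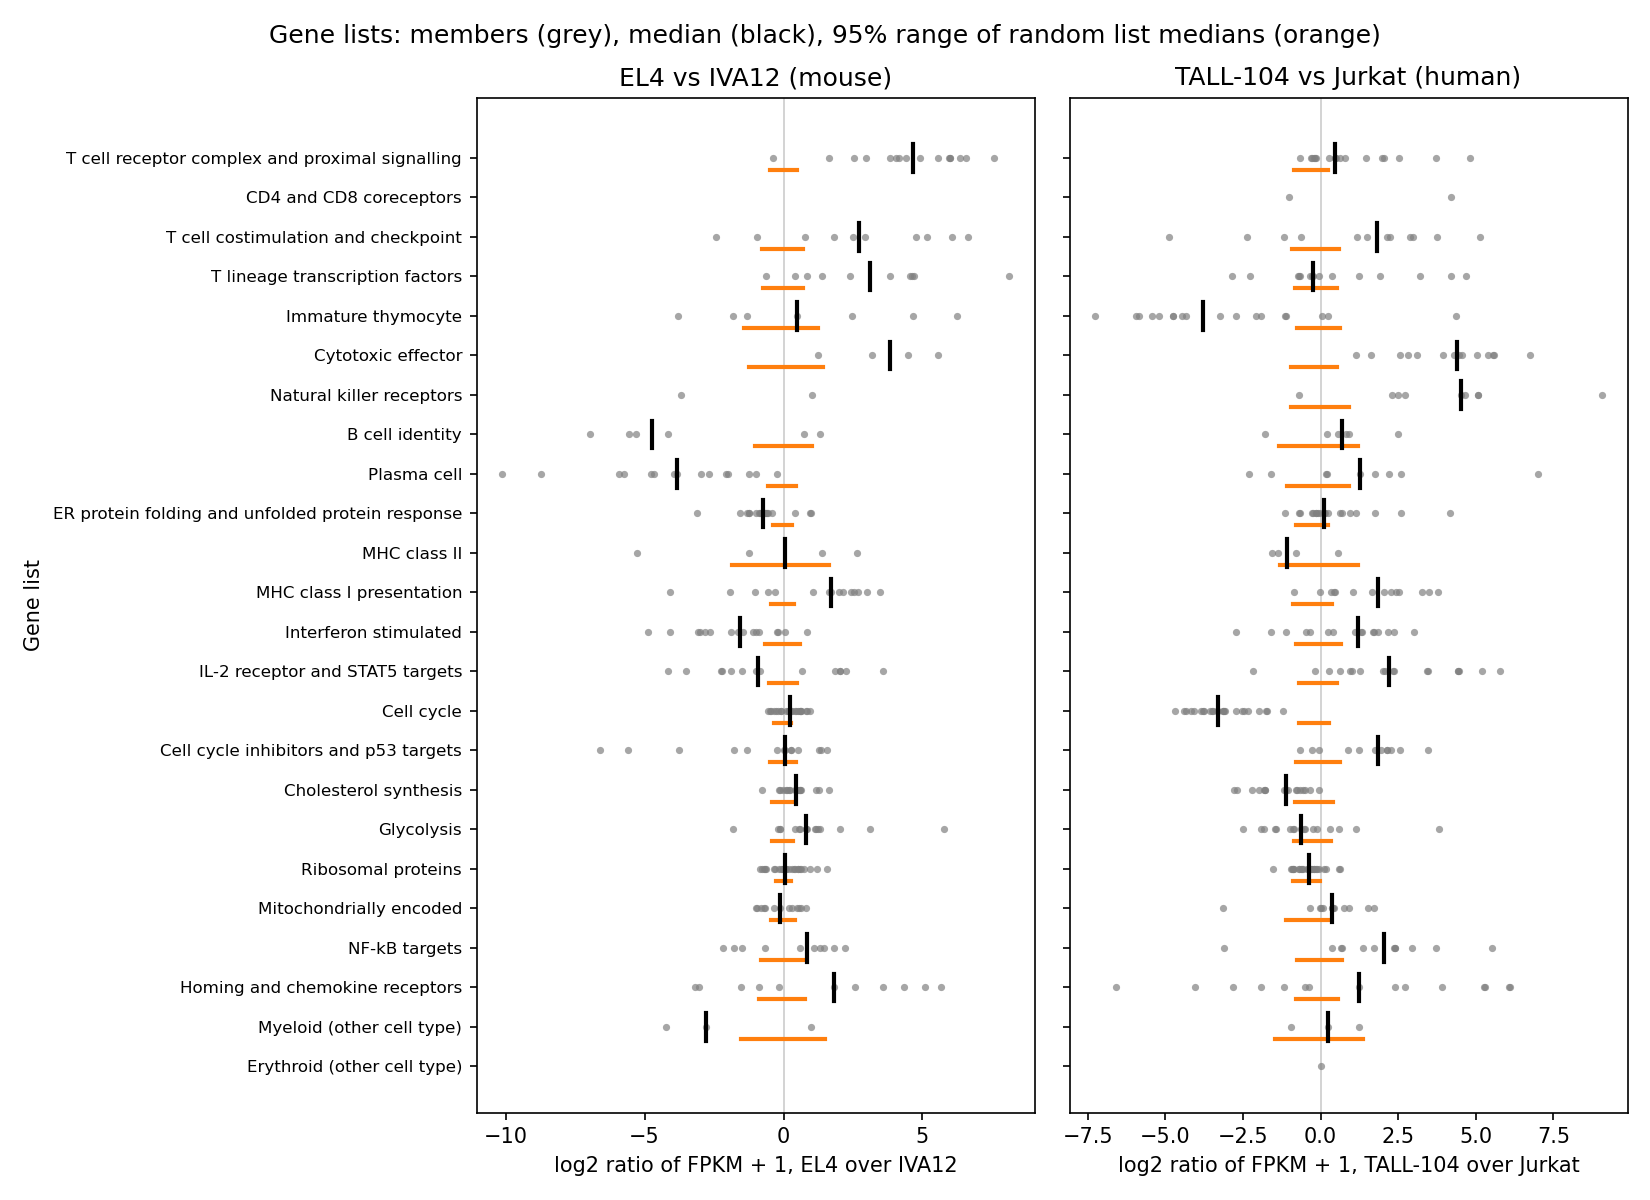
Log2 ratio of FPKM + 1 for the members of each gene list at 1 FPKM or more in either line (grey points), with the list's median (black bar, lists of 3 or more genes) and the middle 95% of the medians of 10000 random lists of like expression (orange line), for EL4 over IVA12 at left and TALL-104 over Jurkat at right. The 25 human cell cycle genes all lie below 0 and the 14 human cytotoxic genes all above it.

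Across all 32738 human genes, 3739 were over 1.5-fold higher in TALL-104 and 4532 in Jurkat, 8271 in all, and the counting interval excluded a ratio of 1 for 8201 of them. Among genes over 50 FPKM in either line, 8 lay farthest toward TALL-104. With log2 ratios in parentheses, they were ENSG00000161570 (9.47) and ENSG00000255026 (8.41), to which no symbol was matched, KLRB1 (ENSG00000111796, chromosome 12, 9747147 to 9760512; 9.07), LINC01871 (8.13), KIT (ENSG00000157404, chromosome 4, 55523434 to 55606949; 7.93), IL18RAP (7.53), S100A11 (7.52) and another gene without a matched symbol. Among the 8 farthest toward Jurkat were CD1E (ENSG00000158488, chromosome 1, 158323486 to 158327343; -7.27), MYO7B (-7.12), CHI3L2 (-5.97), DNTT (ENSG00000107447, chromosome 10, 98064166 to 98098321; -5.94), MYB (ENSG00000118513, chromosome 6, 135502446 to 135540311; -5.90), BEX1 (-5.86) and SOX4 (ENSG00000124766, chromosome 6, 21593982 to 21598850; -5.84), with positions on hg19 spanning the annotated gene. Over the 9465 human genes at 1 FPKM or more in both lines the median log2 FPKM ratio was -0.11, so each human ratio lies higher by that amount relative to the middle gene, compared with -0.02 over 8604 genes in the mouse pair. Scaled to that middle gene, 4050 genes were higher in TALL-104 and 4057 in Jurkat, so the larger number toward Jurkat depended on the scaling. An added value of 0.1 raised the count to 12491. With members under 1 FPKM included, the list medians were 0.67 for costimulation, 1.53 for natural killer, 0.02 for B cell, 0.18 for plasma cell, -0.00344 for MHC class II and 0.03 for homing genes.

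The strongest of these genes served as cell type signatures, taken as genes over 50 FPKM in either line of a species and more than 3 natural log units apart. There were 93 such mouse genes, 53 higher in EL4 and 40 in IVA12, and 91 human genes, 71 higher in TALL-104 and 20 in Jurkat. Thy1, Cd3d, Jchain and Cd79b were among the mouse genes, and KLRB1, GZMA, CD1E and DNTT among the human ones. No mouse signature gene reached 1 FPKM in a human library, the highest being 0.428 FPKM, and no human one reached it in a mouse library, the highest being 0.605 FPKM. Over the 184 genes, which are not independent replicates, Pearson's r of ln(FPKM + 1) was -0.115 between EL4 and IVA12 and 0.117 between TALL-104 and Jurkat, with Spearman's rho of 0.376 and 0.629. Between species r was lowest for EL4 and TALL-104 at -0.565 and highest for IVA12 and Jurkat at -0.290. The rule selects genes that differ within a species, which lowers r within each species by construction. For the mouse pair the other 91 genes are human, and for the human pair the other 93 are mouse. These were under 1 FPKM in both lines of the pair, which raises r and rho by construction. The values within species thus hold both effects and do not measure likeness. Each gene belongs to 1 species and stayed under 1 FPKM in the other, which lowers r between species by construction too. The order of the pairs between species is therefore not a ranking of likeness.

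Whole profiles were also set side by side across species over 10559 genes with the same symbol in human and mouse and at 1 FPKM or more in any line. Pearson's r of log2(FPKM + 1) was highest within species, at 0.795 for EL4 and IVA12 and 0.703 for TALL-104 and Jurkat. Across species, Jurkat lay at 0.678 with EL4 and 0.645 with IVA12, and TALL-104 at 0.575 with EL4 and 0.521 with IVA12. Both human T cell lines thus correlated more with the mouse T cell line than with the mouse B cell line, and both mouse lines more with Jurkat than with TALL-104. These values are across genes within single libraries and have no test.

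Each library also had reads on genes of the other species, a measure of reads assigned to the wrong species or carried over. Human genes took 0.175% of the summed FPKM in IVA12 and 0.0379% in EL4, and mouse genes took 0.0457% in TALL-104 and 0.0474% in Jurkat. By recovered reads the share was 0.212% in IVA12 (95% Clopper-Pearson interval 0.211 to 0.214), 0.0497% in EL4 (0.0489 to 0.0505), 0.0376% in TALL-104 (0.0369 to 0.0383) and 0.0405% in Jurkat (0.0399 to 0.0412). The human genes highest in IVA12 were MT-CO2 at 18.6 FPKM and MT-CO1 at 13.8 FPKM, which stood at 2.64 and 3.09 FPKM in EL4. PCBP2 was 2.24 FPKM in EL4 and 2.43 FPKM in IVA12. Among mouse genes, Eef1a1 was 2.07 FPKM in TALL-104 and 2.41 FPKM in Jurkat, while Lars2, at 2.87 FPKM, and Copg2, at 2.25 FPKM, were among the 3 highest in Jurkat and were 0.255 and 0.179 FPKM in TALL-104. Human genes at 1 FPKM or more numbered 38 in IVA12 and 8 in EL4, and mouse genes 4 in TALL-104 and 5 in Jurkat.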

Values the study reported

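The study reported 5,868 genes that differed by more than 1.5-fold between EL4 and IVA12 in its bulk RNA-seq. For cell classification it took 184 genes with FPKM over 50 and a natural log difference above 3 between the lines of a species, of which 93 were murine and 91 human.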

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

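Of the tests in this part, the one on human genes that have a same-symbol mouse gene of their own and the comparisons of shares and signature genes with EL4 were chosen after the first results were seen. The IVA12 library, a mouse line, held 53322 recovered reads on human genes, which the within-species comparisons do not use, and relative to the library totals this was 4.27 times (95% counting interval 4.199 to 4.35) the level in EL4, the other mouse line. Mouse reads aligned to conserved human sequence were predicted to leave no excess where no same-symbol mouse gene reached 0.1 FPKM in IVA12. On such human genes the ratio was 5.002 (4.76 to 5.26). This set also holds the 8699 human IDs without a symbol, whose mouse counterparts could not be looked up, so it cannot decide alone. On the 5593 human genes whose same-symbol mouse gene is annotated but under 0.1 FPKM in IVA12, the ratio was 5.98 (5.53 to 6.48). That ratio argues against such reads as the whole source of the excess. Carry-over from human RNA or human libraries cannot be told apart from other sources by the share of human-gene reads on 149 abundant human genes without an expressed mouse counterpart, since this share was 0.608 times the mean of TALL-104 and Jurkat in IVA12 and 0.701 times in EL4, which lacks the excess. Relative to the human library in question, IVA12 held 3.45 times (2.83 to 4.19) as many reads on Jurkat-high as on TALL-104-high signature genes, compared with 1.78 times (1.24 to 2.5005) in EL4. The excess over EL4 was 4.87 times (3.53 to 6.84) on the Jurkat-high but also 2.51 times (2.01 to 3.15) on the TALL-104-high genes. More carry-over from Jurkat, or a human line like it, than from TALL-104 would give this pattern. These genes were, however, not restricted to those without an expressed mouse counterpart, so aligned mouse reads may contribute. SCD, the Jurkat-high gene highest in IVA12, was 0.605 FPKM there and 0.0638 FPKM in EL4, and the ratios without it were not computed. The source among the human lines is thus not settled, and a part from TALL-104 or elsewhere stays open. Whether any mixing was in culture, in RNA or in the sequencing stayed open, some mouse counterparts carry other symbols and were missed, and a difference between the cell lines themselves stays open as untested.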

How the results depend on the processing

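No paired analysis was possible because each line has 1 library. The scaling without mitochondrially encoded genes and the filter at 10 recovered reads were chosen after seeing the data. The EL4 against IVA12 count over 1.5-fold became 11022 (4813 higher in EL4, 6209 in IVA12) at a pseudocount of 0.01, 8780 (3848 higher in EL4, 4932 in IVA12) at 0.1, and 3420 (1654 higher in EL4, 1766 in IVA12) at a 2-fold threshold. The TALL-104 against Jurkat count became 12491 (5658 higher in TALL-104, 6833 in Jurkat) at 0.1, 15323 (6855 higher in TALL-104, 8468 in Jurkat) at 0.01 and 5022 (2275 higher in TALL-104, 2747 in Jurkat) at 2-fold. The 5868 and 8271 genes of the reported counts were all kept at the smaller pseudocounts, which let low genes pass, and filters and scalings left both counts within 1.5 times. The split of the human count went from 3739 higher in TALL-104 and 4532 in Jurkat to 4050 and 4057 under the median ratio and to 5431 and 5575 without mitochondrially encoded genes. The numbers of genes at 1 FPKM per line also stayed within 1.5 times at limits of 0.5 and 0.1 FPKM. Mouse signature genes became 222 (125 higher in EL4, 97 in IVA12) at 20 FPKM and 294 (164 higher in EL4, 130 in IVA12) after rescaling each species to a common sum, which multiplies the values and lets more genes past 50. Human signature genes became 187 (141 higher in TALL-104, 46 in Jurkat), 324 (226 higher in TALL-104, 98 in Jurkat) and, at a log2 difference of 3, 163 (115 higher in TALL-104, 48 in Jurkat). The signature correlation of EL4 and IVA12 turned positive at 0.0282 with a pseudocount of 0.1 and 0.376 as Spearman's rho. At 0.1 the other pairs were -0.621 (EL4 and TALL-104), -0.448 (EL4 and Jurkat), -0.562 (IVA12 and TALL-104), -0.341 (IVA12 and Jurkat) and 0.330 (TALL-104 and Jurkat), and rho was -0.497 for EL4 and TALL-104, -0.537 for IVA12 and TALL-104 and 0.629 for TALL-104 and Jurkat. Genes of the other species, low in both lines of a pair, can raise the values within species, but the cause of these changes was not tested. Over all matched symbols the whole-profile r was 0.877 (EL4 and IVA12), 0.754 (EL4 and TALL-104), 0.815 (EL4 and Jurkat), 0.724 (IVA12 and TALL-104), 0.797 (IVA12 and Jurkat) and 0.837 (TALL-104 and Jurkat), where genes low in all lines enter, and at a pseudocount of 0.1 it was 0.740 for EL4 and IVA12, 0.602 for EL4 and Jurkat and 0.573 for IVA12 and Jurkat. The other-species share without genes under 1 FPKM was 0.00523% in EL4, 0.0452% in IVA12, 0.00282% in TALL-104 and 0.00400% in Jurkat, and without mitochondrially encoded genes 0.0341%, 0.150%, 0.0556% and 0.0539%. As numbers of other-species genes at 1 FPKM it was 8, 38, 4 and 5. The 10 most abundant genes without mitochondrially encoded ones held 8.47% in EL4, 9.73% in IVA12, 6.01% in TALL-104 and 4.70% in Jurkat. Of list medians over 1.5-fold, 1 reversed, that of IL-2 receptor and STAT5 targets in EL4 against IVA12, to 0.00907 with all measured members. Adding those under 1 FPKM also moved 7 mouse and 6 human list medians toward 0. A pseudocount of 0.1 moved 8 mouse and 3 human list medians and the own-species sum 7 and 3, away from 0, and the median ratio moved none. No log2 ratio over 1.5-fold of a gene chosen by the naming rule changed sign at a pseudocount of 0.1 or under either rescaling. Depth limits genes of few reads, since 3 reads on 1 kb correspond to between 0.0862 and 0.119 FPKM.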

Other observations

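No test in this part was chosen after its result was seen, but the patterns tested were noticed in the same data. Members of the B cell list lay far apart in IVA12, where Cd79b was 163 FPKM, Ms4a1 46.5 FPKM, Blnk 39.6 FPKM and Fcrla 17.4 FPKM, while Pax5 and Cd79a, outside the naming rule and picked after their low values were seen, were 0.156 and 0.0543 FPKM, compared with 0.0773 and 0.149 FPKM in EL4. Irf4 and Xbp1 of the plasma cell list, picked in the same way for their high values, were 151 and 133 FPKM in IVA12 and 9.73 and 15.9 FPKM in EL4. The 2 B cell genes that were higher in EL4, named likewise, were Spib at 2.61 FPKM in EL4 and 1.19 FPKM in IVA12, and Cd22 at 1.75 FPKM in EL4 and 0.119 FPKM in IVA12.

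Mdm2 reached 1054 FPKM in IVA12 and 20.7 FPKM in EL4. A copy gain of its region in IVA12 would raise the genes beside it, but 2 of the 12 other genes at 1 FPKM or more within 1 Mb on chromosome 10 were over 1.5-fold higher in IVA12 and 5 were higher in EL4, which argues against a gain of the whole window. Cpm, the gene directly beside Mdm2, was 18.4 FPKM in IVA12 and 2.35 FPKM in EL4, so a narrow gain around both may still be present and was not tested. Reads shared with another annotated gene along most of Mdm2 are argued against. A transcript at least 99% identical over 90% of an Mdm2 transcript was found for 0 other annotated mouse genes. Partial copies and copies outside the annotation were not covered by that search. The difference between the cell lines themselves stayed open, as untested.

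The 6 mouse mitochondrially encoded genes mt-Co2, mt-Atp8, mt-Atp6, mt-Co3, mt-Nd3 and mt-Nd4l stood at or below 33.7 FPKM in both mouse lines, and the other 7 at or above 396 FPKM. Reads shared with nuclear copies are a candidate explanation, since reads that fit 2 places can be lost in counting. Of the 6 low genes, 5 had an annotated nuclear transcript at least 99% identical over 90% of the gene, and 0 of the other 7 did. No such transcript was annotated for mt-Atp8, so for that gene this explanation cannot be told apart from a lower transcript level, which was not tested for any of the 6, and the mouse genome sequence itself was not used here.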
